# Influence of Human p53 on Plant Development

**DOI:** 10.1371/journal.pone.0162840

**Published:** 2016-09-20

**Authors:** Huimin Ma, Teng Song, Tianhua Wang, Shui Wang

## Abstract

Mammalian p53 is a super tumor suppressor and plays a key role in guarding genome from DNA damage. However, p53 has not been found in plants which do not bear cancer although they constantly expose to ionizing radiation of ultraviolet light. Here we introduced *p53* into the model plant Arabidopsis and examined p53-conferred phenotype in plant. Most strikingly, p53 caused early senescence and fasciation. In plants, fasciation has been shown as a result of the elevated homologous DNA recombination. Consistently, a reporter with overlapping segments of the *GUS* gene (1445) showed that the frequency of homologous recombination was highly induced in *p53*-transgenic plants. In contrast to p53, SUPPRESSOR OF NPR1-1 INDUCIBLE 1 (SNI1), as a negative regulator of homologous recombination in plants, is not present in mammals. Comet assay and clonogenic survival assay demonstrated that SNI1 inhibited DNA damage repair caused by either ionizing radiation or hydroxyurea in human osteosarcoma U2OS cancer cells. RAD51D is a recombinase in homologous recombination and functions downstream of SNI1 in plants. Interestingly, p53 rendered the *sni1* mutants madly branching of inflorescence, a phenotype of fasciation, whereas *rad51d* mutant fully suppressed the p53-induced phenotype, indicating that human p53 action in plant is mediated by the SNI1-RAD51D signaling pathway. The reciprocal species-swap tests of p53 and SNI1 in human and Arabidopsis manifest that these species-specific proteins play a common role in homologous recombination across kingdoms of animals and plants.

## Introduction

Mammalian p53 plays a pivotal role in suppression of tumor. More than half of human cancers bear mutations in the *p53* gene [1]. p53 functions as a node in coordinating the cellular responses to a broad range of stresses with apoptosis, cell cycle arrest, senescence, DNA repair, cell metabolism, or autophagy [2]. p53 not just functions as a transcriptional factor to activate genes during stress responses but also acts independent of transcription especially during apoptosis and DNA damage repair (DDR) [1, 3–6]. p53 has been called “the guardian of the genome” because of its central role in DNA damage repair [2]. In response to DNA damage, the two phosphatidyl inositol 3-kinase-like kinases (PIKKs), ATAXIA TELANGIECTASIA MUTATED (ATM) and ATM-RAD3-RELATED (ATR), activate p53 proteins through phosphorylation on its serine-15 [7–9]. The activated p53 physically interacts with DNA repair proteins including REPLICATION PROTEIN A (RPA), RAD51, RAD54, BREAST CANCER 1 (BRCA1), and BRCA2 [10–18] to non-transcriptionally regulate homologous DNA recombination. p53 is a double-edged sword in regulation of homologous recombination: on the one edge, p53 complexes with RAD51 to inhibit homologous recombination [16, 17, 19, 20]; on the other edge, p53 activates homologous recombination though topoisomerase I [21].

In addition to immunity, SUPPRESSOR OF NPR1-1 INDUCIBLE 1 (SNI1) is a negative regulator of homologous recombination in plant as the frequency of homologous recombination is highly elevated in *sni1* mutants [22, 23]. The *sni1* mutant was first identified as a suppressor of *nonexpressor of pr1 genes 1* (*npr1*) mutant [22]. NPR1 is a master regulator of plant immunity. The *npr1* mutants were notably susceptible to pathogens [24]. To dissect the SNI1 signaling pathway, a genetic approach was employed to isolate *suppressor of sni1* (*ssn*) mutants which restored the wild type phenotype of *sni1* mutant. So far, the characterized SSN proteins are all involved in homologous recombination including RAD51D (SSN1), SSN2 (SWI2/SNF2 and MuDR with SWIM domain), BREAST CANCER 2 (BRCA2, SSN3), RAD51, RAD17 (SSN4), and ATR1 [23, 25–27], suggesting that these positive regulators of homologous recombination function downstream of SNI1 and SNI1 may serve as a brake to attenuate DNA damage response in a proper manner.

The p53 family proteins, including p53, P63 and P73, have been found in Choanozoa and animals. However, they are absent in yeast and plants [28]. In contrast to p53, SNI1 is absent in animals [22, 29]. Previous study showed that overexpression of human *p53* inhibited cell growth of the fission yeast *Schizosaccharomyces pombe* [30] and induced cell death of the budding yeast *Saccharomyces cerevisiae* [31]. In this study, we introduced human *p53* into the model plant Arabidopsis and examined p53-conferred plant phenotype. Since both species-specific proteins p53 and SNI1 function in homologous recombination, we further investigated whether p53 action in plant is mediated by the SNI1 signaling pathway.

## Materials and Methods

### Plant materials

The wild-type background of the mutants used in this study is Columbia (Col-0). Mutants of *sni1* and *rad51d* are as described [22, 23].

### Constructs

To generate *35S*:*p53* for expression of human *p53* in Arabidopsis, the *35S* promoter from pBI121 [32] was amplified by PCR and inserted between BstEII and HindIII of the binary vector pCAMBIA1301 (CAMBIA, Canberra, Australia). Subsequently, the *NOS* terminator was released from pBI121 by SacI and EcoRI digestion and inserted between the corresponding sites of the above *35S* promoter-integrated pCAMBIA1301. Finally, the coding DNA sequence (CDS) of *p53*, obtained from OriGene (Cat. No.: RC200003), was amplified by PCR and inserted between the *35S* promoter and the *NOS* terminator (*35S*:*p53*).

### Measurement of homologous DNA recombination

The frequency of somatic homologous DNA recombination was analyzed using a reporter containing overlapping segments of the *GUS* gene in inverted orientation (line 1445) as described previously [33].

### Microarray analysis

Total RNA of ten-day-old wild type and *p53*-transgenic seedlings was extracted using the RNeasy Plant Mini Kit (Qiagen). The MessageAmp Premier RNA Amplification Kit (Ambion) was used for RNA labeling. Hybridization with the GeneChip Arabidopsis ATH1 Genome Array (Affymetrix), washing, and scanning were performed at the Duke Microarray Facility. Experiments were performed in triplicate. Statistical analysis was performed using GeneSpring GX 11.5 (Agilent).

### Quantitative PCR (qPCR)

Arabidopsis RNA was extracted using TRIzol Reagent (Invitrogen) and measured by NanoDrop 2000 Spectrophotometer (Thermo Fisher). Five μg of RNA was treated with DNase (Ambion TURBO DNA-free Kit, Thermo Fisher). Two μg of DNase-treated RNA was used to synthesize cDNA using the SuperScript III cDNA Synthesis (Invitrogen). The synthesized cDNA, diluted 5 times, was used as templates of qPCR. qPCR was performed using SYBR Green PCR Kit (Roche Applied Science) in Mastercycler ep realplex (Eppendorf). The primers of *RAD51D* used for qPCR are RAD51D-qPCR-F, TTTCGCTATCACGTGACCAT and RAD51D-qPCR-R, TGAAGGCAAGGATGTGTGTT. *UBIQUITIN 5* (*UBQ5*) was used as an internal control which was amplified using primers of UBQ5-qPCR-F, GTAAACGTAGGTGAGTCCA and UBQ5-qPCR-R, GACGCTTCATCTCGTCC.

### Transfection of human U2OS cells

Human osteosarcoma U2OS cancer cells were obtained from the Duke Cell Culture Facility and maintained in McCoy’s 5A medium with 10% fetal bovine serum, 100 units/ml penicillin, and 100 μg/ml streptomycin. The hemagglutinin (HA)-tagged Arabidopsis SNI1 coding DNA sequence (CDS) was integrated into the retroviral vector of pQCXIP (Clontech) for transfection of U2OS cells.

### Immunoblots

Plant tissues were homogenized in liquid nitrogen. Total protein was extracted using a buffer containing 50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 5 mM EDTA, 0.1% Triton X-100, 0.2% Nonidet P-40, and 1% Protease Inhibitor Cocktail (Sigma, P9599). U2OS cancer cells were lysed in RIPA buffer (Sigma, R0278) supplemented with Protease Inhibitor Cocktail (Sigma, P8340). Cell lysates were resolved on sodium dodecyl sulphate–polyacrylamide gel electrophoresis (SDS/PAGE). Western blot analysis was performed as described previously [26]. Anti-α-tubulin antibody (Sigma, T5168) was used as an internal loading control.

### Comet assay

The repair kinetics of ionizing radiation (IR)-induced DNA damage was evaluated by the Alkaline Comet Assay according to the manufacturer's protocol (Trevigen). Briefly, cells were exposed to the indicated doses of IR and harvested at various recovery time points for comet assay. Nuclei were stained with SYBR green and comets were visualized by epifluorescence on a Zeiss microscope.

### Clonogenic survival assay

U2OS cells were plated at 500 cells per well in 6-well plates and pulse-treated with the indicated doses of hydroxyurea (HU, Sigma, H8627) for 24 hours to introduce DNA damage. After treatment, cells were rinsed twice with PBS and allowed to recover in drug-free medium. The cultures were then incubated for 14 days with the medium being changed every 3 days. Colonies were stained with crystal violet (Sigma, C6158), counted, and normalized to untreated control.

### Statistical Analysis

Statistical analysis was performed by one-way ANOVA with Bonferroni post hoc test. The letter above the bar indicates a statistically significant difference between groups at p value < 0.01.

### Accession numbers

The Gene Expression Omnibus (GEO) accession number for the microarray data used in this study is GSE79678 which is available at **http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE79678**.

## Results

### Human p53 induces early senescence and fasciation in Arabidopsis

Ectopic expression of human *p53* under a constitutive promoter, cauliflower mosaic virus (CaMV) *35S* (*35S*:*p53*) [34], in Arabidopsis Columbia (Col-0) resulted in pleiotropic developmental phenotype (Fig 1). We carried out transformation of the *35S*:*p53* construct three times and got 19, 27, and 21 transgenic lines, respectively. p53 proteins were detected by immunoblot in the *p53*-transgenic plants (S1 Fig). All of the *p53*-transgenic lines displayed similar phenotype, except for those died with severe phenotype.

**Fig 1:**
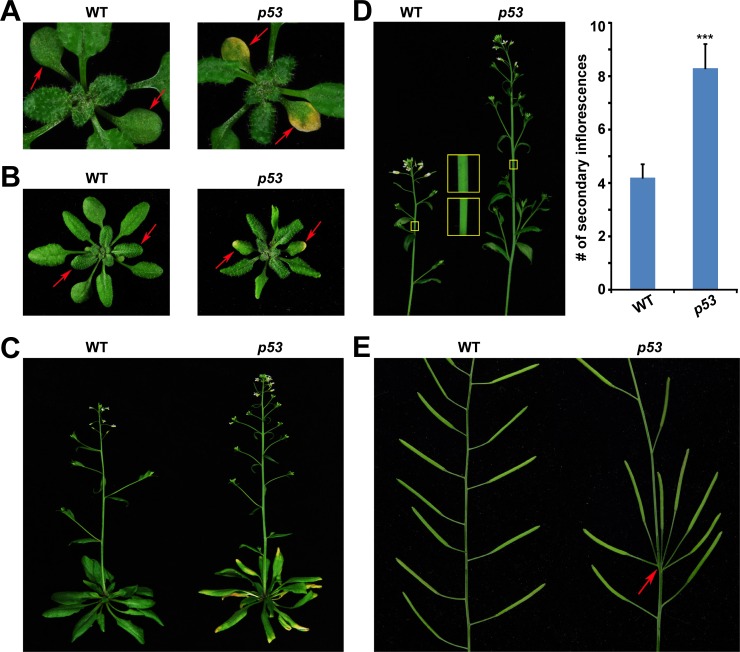
Human p53-conferred phenotype in plant. (A) Leaves of 3-week-old wild type (WT) and *p53*-transgenic plants (*p53*). Arrows indicate cotyledons. (B) Four-week-old WT and *p53* plants. Arrows indicate the first pair of true leaves. (C) Bolting WT and *p53* plants. (D) Left panel: inflorescences of WT and *p53*. Insets show enlarged stems (in yellow box). Right panel: number (#) of secondary inflorescences. Error bars represent standard errors (SEs). ***, p value < 0.001, compared to WT by binomial test. Experiments were carried out in triplicate (n > 30) with similar results. (E) Siliques of WT and *p53*. Arrow indicates clustered (fascinated) siliques.

Firstly, p53 induced early senescence which appeared in the cotyledons of three-week-old plants (Fig 1A), in the first pair of true leaves of four-week-old plants (Fig 1B), and most of the leaves of the flowering plants (Fig 1C). In mammals, p53 plays a critical role in senescence which is an irreversible cell-cycle arrest [35]. Overexpression of p53 in human tumor cells triggers senescence [36, 37]. Two cyclin-dependent kinase inhibitors (CKIs) that are often expressed in senescent cells are p21 and p16 [38]. p21 is a crucial transcriptional target of p53 and mediator of p53-dependent senescence [39, 40]. Both p16 and p21 inhibit pRB phosphorylation to activate senescence [38]. Mammalian CKIs are classified into two families: the CDK INTERACTING PROTEIN/KINASE INHIBITORY PROTEIN (Cip/Kip) family, including p21, p27, p57, and the INHIBITORS OF CDK4 (INK4) family, including p16, p15, p18, p19 [41]. Unlike mammals, the involvement of CKIs in plant senescence has not been well understood. CONSTITUTIVE EXPRESSER OF PATHOGENESIS-RELATED GENES 5 (CPR5) is a negative regulator of plant senescence [42]. Recently, SIAMESE (SIM) and SIAMESE-RELATED 1 (SMR1), homologs of mammalian Cip/Kip CKI family proteins, were discovered to function redundantly downstream of CPR5 to activate plant senescence [43]. These data suggest that p53 as well as its mammalian target p21 could activate senescence in both mammals and plants.

Secondly, the *p53*-transgenic plants exhibited fascinated phenotype including thick stems, increased secondary inflorescences, and clustered siliques (Fig 1D and 1E). Fascination is the term used to describe fused or distorted organs along a plant stem [44]. The bolting stems of *p53*-transgenic plants were obviously thicker than those of wild type plants (Fig 1D). The number of secondary inflorescences (lateral branches) of *p53*-transgenic plants was doubled as the average numbers of those of wild type and *p53*-transgenic plants were 4.2 and 8.3, respectively (Fig 1D). Moreover, most of the *p53*-transgenic plants produced clustered (fasciated) siliques (Fig 1E). In Arabidopsis, fasciation has been found in mutants of *fasciata1* (*fas1*), *fasciata2* (*fas2*) and *clavata1* (*clv1*) [44, 45]. CHROMATIN ASSEMBLY FACTOR 1 (CAF-1) is a heterotrimeric complex [46]. Homologs of CAF-1 have been found in yeast, insects, plants, and vertebrates [47]. The Arabidopsis CAF-1 subunits corresponding to the human subunits p150, p60, and p48 are encoded by *FAS1*, *FAS2*, and *MSI1*, respectively [48, 49]. CAF-1 functions in depositing H3/H4 histones onto replicating DNA during S-phase and DNA repair [50–53]. The yeast CHROMATIN ASSEMBLY COMPLEX 1 (CAC1) is the homolog of a subunit of human CAF-1. The frequency of homologous recombination considerably increased in yeast *cac1* mutants [54]. Accordingly, a dominant-negative mutation of a subunit of human CAF-1 resulted in double-strand breaks and activating DNA repair proteins ATM and ATR [55]. ATM was activated by double-strand breaks, whereas ATR was activated by single-strand breaks or stalled replication forks [56]. Like *caf-1* mutants in both yeast and human, the frequency of homologous recombination also dramatically increased (~40-fold) in Arabidopsis *fas1* mutant [47, 57]. Epistatic analysis showed that FAS1 functioned upstream of ATM in homologous recombination as the phenotype of *fas1* mutant was suppressed by *atm* mutant [58]. These data suggest that p53-induced fasciation in plant likely results from the elevated homologous recombination.

### The species-specific p53 and SNI1 play a common role in DNA repair across plants and mammals

In mammals, p53 is a double-edged sword which could either inhibit or activate homologous recombination [20, 21]. The p53-induced fasciation indicates that p53 may activate homologous recombination in plant. To quantify the homologous recombination, we introduced the overlapping segments of the *GUS* gene (1445) [33] through crosses into three independent *p53*-transgenic lines. The *GUS* reporter (1445) demonstrated that the frequency of homologous recombination was highly induced by p53 as the sectors per plant of wild type and *p53*-transgenic plants are 1.6 and 6.2, respectively (Fig 2A and 2B and S1 Table). Previously, genetic study revealed that SNI1 was a negative regulator of plant homologous recombination [23]. Intriguingly, comet assay and clonogenic survival assay showed that SNI1 could inhibit DDR caused by either ionizing radiation (IR) or hydroxyurea (HU) in human osteosarcoma U2OS cancer cells (Fig 2C–2G). Immunoblot showed that the SNI1 proteins remained stable with these treatments (S2 Fig). These data demonstrate that both p53 and SNI1 could play a common role in DNA repair across Arabidopsis and human, although they are species-specific proteins.

**Fig 2:**
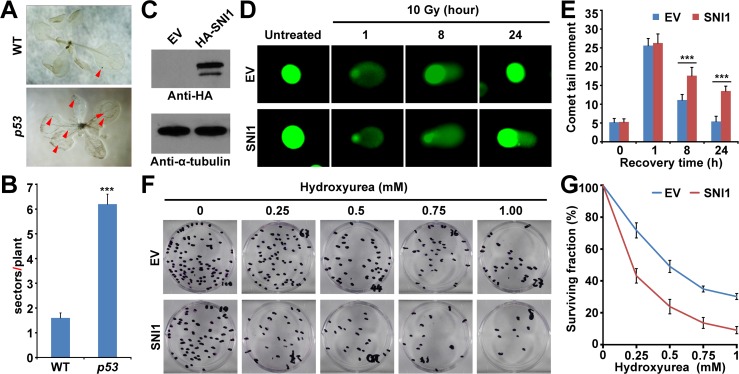
The reciprocal species-swap test of p53 and SNI1 between Arabidopsis and human. (A) Somatic recombination in wild type (WT) and *p53*-transgenic (*p53*) plants is shown in blue sectors by a reporter with overlapping segments of the *GUS* gene (1445). (B) Quantitative result of panel A. Experiments were performed in three *p53*-transgenic lines (n = 50 ~ 100) (S1 Table). The result of line 1 is shown. Error bars represent SEs. ***, p value < 0.001 compared to WT by binomial test. (C) Human osteosarcoma U2OS cancer cells transfected with empty vector (EV) or hemagglutinin (HA)-tagged SNI1 (SNI1). Proteins extracted from the transfected U2OS cancer cells were blotted with anti-HA antibody (abcam, ab1265). Anti-α-tubulin was used as an internal loading control. (D) The comet assay was carried out on the transfected U2OS cancer cells which were treated with 10 Gy of ionizing radiation (IR) and recovered with indicated time. The level of DNA break repair was visualized with the length of comet tail. (E) Images in panel B were analyzed using CometScore software (Tritek) to quantify the comet tail moment of at least 75 cells for each sample. Error bars represent SEs. ***, p value < 0.001, compared to EV by binomial test. Experiments were performed three times with similar results. (F) The transfected U2OS cancer cells were pulse-treated with hydroxyurea (HU) for 24 hours to introduce DNA damage and recovered in drug-free medium. (G) Quantitative results of panel D. After 14 days of culture, colonies were counted and normalized to untreated control. Error bars represent SEs. Experiments were carried out in triplicate.

### Human p53 action in plant is mediated by the SNI1-RAD51D signaling pathway

Fasciation was also occasionally observed in *sni1* mutants (Fig 3A), which is consistent with its heightened homologous recombination. Since both *p53*-transgenic plants and *sni1* mutants exhibit fasciation which is presumably associated with homologous recombination, we expect that p53 acts in Arabidopsis through the SNI1 signaling pathway. To test this hypothesis, we introduced *35S*:*p53* construct into *sni1* mutant through crosses with three independent transgenic lines. Surprisingly, *p53*-transgenic *sni1* mutants madly and long lastly (over 4 months) developed secondary inflorescences (Fig 3B), which was a phenotype of fasciation in *fas1*and *fas2* mutants and *p53*-transgenic plants. Since both *fas1* and *sni1* mutants are suppressed by disruptions of DNA repair proteins, we further expect that p53 functions in plant through the SNI1-RAD51D signaling pathway. To testify this possibility, we introduced *35S*:*p53* construct into *rad51d* mutant through crosses with three independent transgenic lines. RAD51D is a paralog of RAD51 which is a key player of homologous recombination. The *rad51d* mutant is the first identified *suppressor of sni1* (*ssn1*) mutant. As expected, *rad51d* fully suppressed p53-induced phenotype including early senescence and fasciation (Fig 3C and 3D), demonstrating that ectopic p53 proteins act in plant through DNA repair protein RAD51D. These data suggest that p53 action is mediated by the SNI1-RAD51D signaling pathway of homologous recombination in plant.

**Fig 3:**
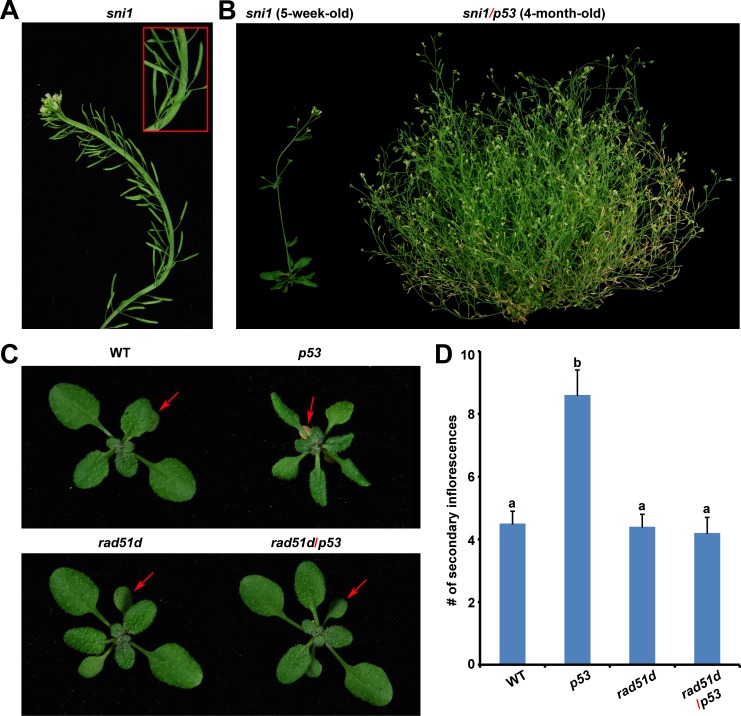
Human p53 acts through the SNI1-RAD51D signaling pathway in plant. (A) Fascinated inflorescence of *sni1* mutant. Inset (box in red): part of the fascinated inflorescence is enlarged. (B) A single plant of five-week-old *sni1* mutant and four-month-old *p53*-transgenic *sni1* mutant (*sni1*/*p53*). (C) Three-week-old WT, *p53*-transgenic (*p53*), *rad51d* and *p53*-transgenic *rad51d* (*rad51d*/*p53*) plants. Arrows indicate cotyledons. (D) Number (#) of secondary inflorescences of WT, *p53*, *rad51d* and *rad51d*/*p53* plants was plotted. The letter above the bar indicates a statistically significant difference between groups at p value < 0.01. Experiments were conducted in triplicate (n > 30) with similar results.

### Regulation of homologous DNA recombination by p53 is independent of transcription in plant

It has been shown that the actions of p53 in mammalian homologous recombination are independent of its transcriptional activity [59, 60]. We adopted a genomic approach to explore how p53 acts in plants. 

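RNA of 10-day-old wild type (WT) seedlings and of seedlings that express human p53 from the constitutive 35S promoter was hybridized to the GeneChip Arabidopsis ATH1 array, with 3 arrays for each genotype. On this array a transcript is measured by a probe set, a group of short oligonucleotides that match it. The authors summarized each probe set with PLIER, a model that combines the signals of its oligonucleotides into a single value. The deposited values are logs from which the median of the probe set over the 6 arrays has been subtracted, so they give differences between arrays and no expression level. The base of the log is not given in the sources used here and was taken as 2, so every fold change printed for these arrays depends on that reading. The median value of an array lay between -0.02 (p53 replicate 2) and 0.01 (p53 replicate 3). The upper quartiles of the arrays differed by at most 0.06 and the lower quartiles by at most 0.07, and the values were used as deposited. Of 22746 probe sets, after 64 controls were left out, 13513 name 1 gene in the annotation used here, 503 name several and 8730 are not named there. Statements on genes rest on the first kind, and a gene whose annotation gives no symbol is called by its locus. Each probe set was compared between p53-transgenic and WT seedlings with limma, which borrows information on the spread from all probe sets, and p-values were adjusted with the Benjamini-Hochberg method over the 22746 probe sets. The number of arrays limits the precision. The paper states that the experiments were performed in triplicate without saying whether the seedlings were grown separately, so p-values measure the spread between these samples, which may be technical.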

The quality control of microarray is summarized in S2 Table. 

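Some genes of the cold and drought response and of anthocyanin synthesis were lower in p53-transgenic seedlings. In each group all 4 listed members that could be named on the array fell. Only 52 of the 386 genes on the lists fixed in advance could be named, so these members do not stand for the whole pathways. COR15A, a cold-regulated chloroplast protein, had a log2 fold change (p53 over WT) of -4.00 (standard error 0.24, adjusted p = 0.00019), from 1.80 ± 0.03 (SD, n = 3) in WT to -2.21 ± 0.53 (SD, n = 3) in p53-transgenic seedlings on the centred scale. Its paralog COR15B fell by 2.77, and the dehydrins LTI30 and COR47 fell by 2.73 and 1.67 on the log2 scale. In the anthocyanin pathway DFR, the dihydroflavonol reductase, fell by 2.81 (standard error 0.58, adjusted p = 0.0216), the glycosyltransferase UF3GT by 2.46, the malonyltransferase AT5MAT by 1.36 and AT4G14090 by 2.81. For DFR the value of WT replicate 2 was 0.50, below the 2.90 and 2.38 of the other WT arrays and above the highest p53 array at -0.50.

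**Figure D1:**
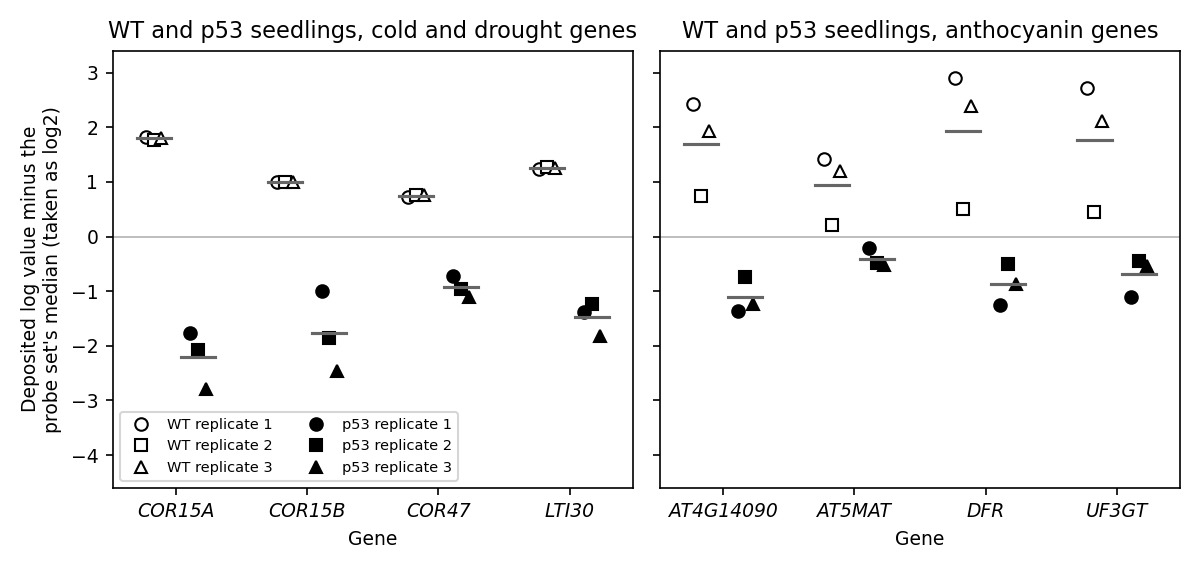
Deposited log values (vertical axis, taken as log2 and centred on the median of each probe set over the 6 arrays) of the 4 cold and drought genes and the 4 anthocyanin genes named on the horizontal axis. Open symbols are WT arrays, filled symbols p53 arrays, the shape gives the replicate, and grey bars are means of 3 arrays. All 3 p53 arrays lie below all 3 WT arrays for each of the 8 genes, and WT replicate 2 is the lowest WT array for the anthocyanin genes.

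Camera asks whether a list as a whole is shifted up or down against all other probe sets, at a preset or an estimated correlation. Over 12 gene lists fixed in advance, the cold and drought list had an adjusted p of 9.13e-06 from camera at the preset. With an estimated correlation it was 0.658. For the anthocyanin list the adjusted p was 0.00547, and 0.819 with an estimated correlation and 0.0877 from fry, which asks whether the members move one way on balance. The estimated correlations were 0.830 for the cold and drought list and 0.919 for the anthocyanin list. At the preset of 0.01 camera treats these members as nearly independent. All 4 members of each list also passed when adjusted over the list alone. None of 4 heat shock genes passed, with log2 fold changes from 0.02 for ATHSP22.0 to 0.19 for AT1G52560 and a camera adjusted p of 0.548 for the list. The defence genes SAG101, GRX480, PDF1.2 and THI2.1, of the salicylic acid and jasmonate lists, had log2 fold changes of 0.38, 0.36, -0.16 and 1.15 and did not pass either, over all probe sets or adjusted over the list alone. SAG101 passed without p53 replicate 2 (log2 fold change 0.81, adjusted p = 0.0363), and its adjusted p ran from 0.0363 to 1.00 over all alternatives. Of 15 probe sets on the cold and drought, oxidative stress, heat shock, salicylic acid and jasmonate lists, joined after seeing the data, 5 had an unadjusted p under 0.05 and a fold change over 2, all lower in p53-transgenic seedlings. These were the 4 cold and drought genes and the zinc finger gene STZ. DFR, UF3GT and AT5MAT no longer passed without WT replicate 1, without WT replicate 3 or without p53 replicate 1, where their adjusted p reached 0.0910, 0.109 and 0.109, and over all alternatives it ran from 0.00212 to 0.126, from 0.0031 to 0.140 and from 0.00282 to 0.17. UF3GT also did not pass with eBayes with trend and robust. None of the 4 anthocyanin genes had an adjusted p under 0.05 with the methods' t-test, the t test of the Fig 4 legend. The adjusted p of AT4G14090 was 0.0691 there (range 0.00124 to 0.0691). All 4 cold and drought genes passed. The legend states no adjustment, so passing here is stricter than its p threshold.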

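Across the array, 715 probe sets were higher and 622 lower in p53-transgenic seedlings at an unadjusted p under 0.05 from limma and a fold change over 2, and 1490 were higher and 2010 lower at an adjusted p under 0.05. After quantile normalization these were 672 higher and 688 lower, and 1779 higher and 1965 lower, so the balance of direction depended on scaling. The largest increases among named genes belonged to a pair of neighbours on chromosome 1, AT1G23240 with a log2 fold change of 8.76 (standard error 0.20, adjusted p = 4.79e-06) and AT1G23250 with 5.80 (standard error 0.16, adjusted p = 9.73e-06). The other 10 of the 12 most increased genes rose by 3.92 to 4.79. They were PDF1.4, a plant defensin, UGT76B1, a UDP-glycosyltransferase, AT3G15310, a pseudogene in the reference annotation, and AT5G04390, AT1G62480, AT1G71470, AT4G30540, AT5G66660, AT5G41440 and AT5G08350. AT1G80130 fell the most, by 5.19 on the log2 scale (standard error 0.29, adjusted p = 0.000136), followed by the sugar transporter SWEET13 with -4.05 (standard error 0.24, adjusted p = 0.000156) and COR15A. The transcription factor ORA47 fell by 3.45, GLC by 3.44, and HIS1-3, a linker histone induced by drought, by 3.07. AT1G51090, AT1G22160, AT4G27654 and AT5G22460 had log2 fold changes from -3.73 to -2.85, and AT4G14090 and DFR complete the 12 most decreased. For each of these 24 genes all p53 arrays lay on 1 side of all WT arrays, as the choice of genes required. Without p53 replicate 1, AT4G27654 no longer passed (adjusted p = 0.0880, range over all alternatives 0.0024 to 0.132), and neither it nor UGT76B1 (0.0547, range 7.47e-05 to 0.0547) passed with the methods' t-test. The count at an adjusted p under 0.05 was 3500 in all, and it was 1747 without WT replicate 1, 1621 without WT replicate 3 and 1710 without p53 replicate 1. With the methods' t-test on the same values it was 1411 after Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 from that t-test and a fold change over 2, 584 probe sets were higher and 576 lower.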

Gene Ontology (GO) analysis of the differential expressed genes (p value < 0.05 and fold change > 2) induced by ectopic p53 proteins revealed that stress was the most significantly enriched biological process (9.2%) (Fig 4A). However, the expression of *SNI1*, 7 *SSN*s and 3 fascination-associated genes (*FAS1*, *FAS2* and *CLV1*) was not significantly altered (fold change < 1.5) by introduction of p53 in plant (Fig 4B). We adopted quantitative PCR (qPCR) to validate the microarray data. The quality assessments showed that the qPCR assays for *UBQ5* and *RAD51D* were comparable as indicated by the key parameters of the qPCR reaction including slope, precision, amplification and efficiency (S3 Table and S3B–S3D Fig). qPCR analysis validated that p53 did not affect the expression of *RAD51D* (Fig 4C and S3 Table). These data suggest that the influence of human p53 on plant homologous recombination may also be independent of its transactivation as it does in mammals.

**Fig 4:**
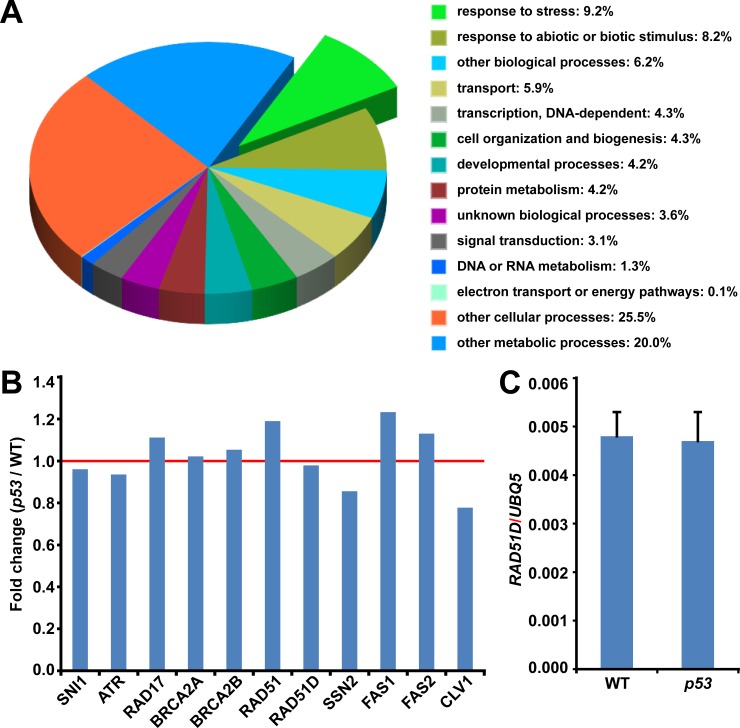
Influence of p53 on plant transcriptome. (A) Gene Ontology (GO) analysis of microarray data. Ten-day-old wild type (WT) and *p53*-transgenic (*p53*) seedlings were used for microarray analysis (GEO accession number: GSE79678). The differential expressed genes (t test, p value < 0.05 and fold change > 2) were analyzed for enriched biological processes by Gene Ontology (GO: https://www.arabidopsis.org/tools/bulk/go/index.jsp). Experiments were performed in triplicate. (B) The expressions of *SNI1*, 7 *SSN*s (*SUPPRESSORS OF SNI1*s) and 3 fascination-associated genes in *p53*-transgenic plants were compared to those in WT plants. The red line indicates the expression with no change. (C) Ten-day-old wild type (WT) and *p53*-transgenic (*p53*) seedlings were used for RNA extraction. *RAD51D* transcripts were quantified by qPCR. *UBQ5* was used as an internal control. Error bars represent SEs. Experiments were conducted in triplicate.

## Discussion

Homologous recombination (HR) and nonhomologous end joining (NHEJ) are two main pathways to repair double strand break (DSB) of DNA. The machinery of homologous recombination is highly conserved between animals and plants [61]. As shown in S4A Fig, plants possess most of the key players in homologous recombination [62]. In mammals, the MRE11/RAD50/NBS1 (MRN) complex functions as DSB sensors. RAD17 recruits the MRN complex to the DSB site. In response to DSBs, the MRN complex activates two PIKK kinases: ATM and ATR. ATM is recruited to DSBs by the MRN complex, whereas ATR is recruited by ATR-interacting protein (ATRIP) to RPA-coated single-stranded DNA (ssDNA) [63–66]. ATM and ATR phosphorylate multiple substrates, including p53, and the checkpoint kinases, CHECKPOINT KINASE 1 (CHEK1) and CHECKPOINT KINASE 2 (CHEK2), which inhibits CYCLIN-DEPENDENT KINASE (CDK) activity to allow cell cycle arrest and DNA repair [67]. p53 activates the expression of p21 which is an inhibitor of CDK [1]. Subsequently, de-phosphorylation of BREAST CANCER 2 (BRCA2), which is a substrate of CDK, allows RAD51 to bind DNA and to form nucleofilament that invades a homologous sequence and activates strand exchange to further carry out homologous recombination repair of DSBs [68–70]. Although how plant-specific SNI1 is regulated remains elusive, epistatic analysis suggests that SNI1 functions upstream of the key players of homologous recombination including RAD17, ATR1, BRCA2, RAD51, and RAD51D in plant [23, 26, 27]. Therefore, both p53 and SNI1 play important role in the signaling pathway of homologous recombination.

Our data demonstrate that human p53-conferred plant phenotype including senescence and fasciation is coupled with the elevated homologous recombination which is mediated by the SNI1-RAD51D signaling pathway (Figs 1–3 and S4B Fig). There are at least four possibilities that ectopic p53 proteins could activate homologous recombination. Firstly, p53 is a transcription factor and its excessive accumulation, under the constitutive *35S* promoter, in nucleus could directly cause DNA damage. 

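Of the genes of oxidative stress that could be named on the array, 1 of 3 changed in p53-transgenic seedlings. STZ, a zinc finger transcription factor induced by several stresses, had a log2 fold change of -2.61 (standard error 0.40, adjusted p = 0.0076 from limma), from 1.08 ± 0.47 (SD, n = 3) in WT to -1.53 ± 0.77 (SD, n = 3) in p53-transgenic seedlings. The glutathione S-transferase GSTU25 had a log2 fold change of 0.23 (adjusted p = 0.231) and AT2G21640 of -0.44 (adjusted p = 0.158), and neither passed the test. STZ was also the member that passed when adjusted over the list alone, and the list of 3 had a camera adjusted p of 0.548, with 0.819 for an estimated correlation. In a wider group of 14 glutathione S-transferases, chosen by symbol after the annotation was seen, 4 were lower, none was higher and 10 did not pass, over all probe sets and adjusted over the list alone. GSTU26 fell by 1.23 (standard error 0.15, adjusted p = 0.00301), GSTU27 by 0.55, GSTU16 by 0.47 and GSTL3 by 0.33. These 4 were singled out after their values were seen. The camera adjusted p of the group over 17 such groups was 0.645, with 0.922 for an estimated correlation, and fry gave an adjusted p of 0.0322. Without p53 replicate 2, AT2G21640 passed the test (log2 fold change -0.61, adjusted p = 0.0317), and its adjusted p ran from 0.00799 (p53 replicate 1 alone against WT) to 0.331 over all alternatives. STZ did not pass with the methods' t-test (adjusted p = 0.0763, range 0.000833 to 0.0763), GSTU27 did not without WT replicate 2, WT replicate 3 or p53 replicate 1 (up to 0.0840, range 0.00213 to 0.0840), GSTU16 passed without p53 replicate 3 and without no other single array (up to 0.125, range 0.00507 to 0.125; 0.0542 with the replicate number as a block), and GSTL3 passed without p53 replicate 2 and without no other (up to 0.144, range 0.0265 to 0.144; 0.0592 with the block). GSTU27, GSTU16 and GSTL3 did not pass with the methods' t-test either, nor GSTL3 with quantile normalization or with eBayes with trend and robust.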

Secondly, the transcriptional profiling shows that the most significantly enriched biological process is stress which often produces reactive oxygen species (ROS) and indirectly causes DNA damage [71]. Thirdly, p53 may function as a transcription factor to transcriptionally regulate homologous recombination. Fourthly, p53 may complex with protein to non-transcriptionally regulate homologous recombination. It has been discovered that *RADIATION* (*RAD*) genes, including *RAD17* and *RAD51*, are highly upregulated in response to DNA damage in plants [26, 72–75]. As shown in Fig 4B, the expression of *RAD17* and *RAD51* was not significantly affected by the alien p53, ruling out the possibility that human p53-induced homologous recombination in Arabidopsis could be an artifact as a result of the excessive p53-caused DNA damage. Although we cannot exclude with certainty the possibility that p53 transcriptionally regulates homologous recombination through genes other than *SNI1*, 7 *SSN*s and 3 fascination-associated genes, it is likely that p53 acts in plant through interaction with player in the signaling pathway of homologous recombination as it does in mammals [12, 21].

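None of the 5 homologous recombination genes that could be named on the array outside Fig 4B passed the test in p53-transgenic seedlings. RECQ4A, a RecQ helicase, had a log2 fold change of 0.31 (95% confidence interval 0.02 to 0.60, adjusted p = 0.151 from limma), and RAD51B had one of -0.26 (95% confidence interval -0.55 to 0.04, adjusted p = 0.227). The values were 0.06 for the topoisomerase TOP3A and -0.32 for AT1G79950. In the DNA damage response list, ATLIG4, the DNA ligase of end joining, had a log2 fold change of -0.16 and the 2 probe sets of AT4G32700 had -0.28 and 0.08, and none passed. The homologous recombination list had a median of 0.04 and a mean of -0.03, which differ in sign. No member of either list passed when adjusted over the list alone, and camera gave adjusted p-values of 0.930 and 0.640, with 0.933 and 0.819 for an estimated correlation. RECQ4A passed with p53 replicate 1 alone against WT and without p53 replicate 3 (adjusted p = 0.0314, range over all alternatives 0.0314 to 0.384). In a wider group of 23 genes named for DNA repair, recombination or replication, chosen after the annotation was seen, 4 were higher and 3 were lower, and these 7 were singled out after their values were seen. The group was not called by camera (adjusted p = 0.856, and 0.922 with an estimated correlation). Camera looks for a shift of a group as a whole, up or down, so it can miss members that moved both ways. Fry, which does not compare a group with other genes, gave an unadjusted p of 0.00027 when direction was ignored. Among all 13513 probe sets that name 1 gene, 749 were higher and 1141 lower. DRT100 rose by 1.34, PRL, a subunit of the MCM helicase, by 0.82, and the DNA polymerase subunits POLA3 and POLD3 by 0.80 and 0.60 on the log2 scale. RAD4 fell by 0.62, ATNTH1 by 0.37 and REV7 by 0.34. POLD3 passed under every alternative (adjusted p from 0.00416 to 0.0408), while DRT100, PRL and POLA3 did not pass without WT replicate 1, WT replicate 3 or p53 replicate 1, with adjusted p up to 0.0830, 0.0865 and 0.0915 there, or with the methods' t-test, and from 0.000902 to 0.113, 0.00306 to 0.108 and 0.00958 to 0.110 over all alternatives. RAD4 did not pass without any 1 of the WT arrays (up to 0.0840, range 0.00348 to 0.0896), ATNTH1 passed without p53 replicate 2 and without no other single array (up to 0.120, range 0.0136 to 0.120; 0.0588 with the replicate number as a block), and REV7 did not pass without any single array (0.0590 to 0.146, range 0.036 to 0.194; 0.0677 with the block) or with each array centred. RAD4, ATNTH1 and REV7 did not pass with the methods' t-test either. Over the whole array, 19643 of 22746 probe sets (86.4%) had a fold change under 1.5, and for 15005 (66.0%) the whole 95% confidence interval lay within 1.5-fold. The genes of Fig 4B have no probe set named for them alone in the annotation used here and were not analysed here. The paper grants that transcriptional regulation through genes other than those of Fig 4B cannot be ruled out, and it proposes that p53 acts through interaction with a player of homologous recombination.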

The underlying mechanism of how the SNI1-RAD51D signaling pathway is activated by p53 remains to be investigated. In mammals, p53 is activated through posttranscriptional modifications in response to DNA damage and stress. The activated p53 physically interacts with DNA repair proteins to non-transcriptionally regulate homologous recombination [23, 26, 27]. There is an array of posttranslational modifications including phosphorylation, ubiquitination, acetylation, methylation, sumoylation, neddylation, glycosylation, and ribosylation [76]. It would be fascinating to explore the modifications of p53 protein in response to DNA damage and stress in plants. In this study, our reciprocal species-swap test showed that human p53 caused fasciation through activation of homologous recombination in plants and plant SNI1 inhibited homologous recombination in mammalian cells (Fig 2). It has long been a mystery that plants do not get cancer although they constantly expose to ionizing radiation of ultraviolet light [77, 78]. Our results will stimulate future studies of these species-specific homologous recombination players in a bigger picture which may lead us to better understand why cancers do not bother plants but animals and may help us to better handle human cancers.

## Supporting Information

S1 Fig Detection of p53 proteins in *p53*-transgenic plants. (A) Proteins were extracted from 10-day-old seedlings of wild type (WT) and three lines of *p53*-transgenic plants (*p53*, L1-L3), resolved on sodium dodecyl sulphate–polyacrylamide gel electrophoresis (SDS/PAGE), and immunoblotted with anti-p53 antibody. Anti-α-tubulin was used as an internal loading control. (B) Proteins were extracted from 10-day-old seedlings of wild type (WT) and *p53*-transgenic (L1: line1) WT plants, *sni1*mutant, *rad51d* mutant, and *GUS* (1445) reporter. Immunoblot was performed as panel A.
(TIF)

S2 Fig Detection of SNI1 proteins in *SNI1*-transfected human osteosarcoma U2OS cancer cells. The transfected U2OS cancer cells were treated with 10 Gy of ionizing radiation (IR) or hydroxyurea (HU). Proteins extracted from the transfected transfected U2OS cancer cells were blotted with anti-HA antibody (abcam, ab1265). Anti-α-tubulin was used as an internal loading control.
(TIF)

S3 Fig Quality assay of RNA and qPCR. (A) Total RNA was extracted from ten-day-old wild type and *p53*-transgenic seedlings. The A260/A280 ratio of the total RNA was about 2.0 as measured on NanoDrop 2000 Spectrophotometer. The quality of RNA was further assessed by agarose gel electrophoresis. The 28S/18S ratio was about 2.0, indicating that the isolated RNAs were not degraded. (B) The qPCR products of *UBQ5* and *RAD51D* were viewed by agarose gel electrophoresis. The qPCR product size of *UBQ5* and *RAD51D* is about 250 bp and 100 bp, respectively. M, DNA marker. (C) The melting curves from qPCR analysis of *UBQ5* and *RAD51D*. There was only one peak appeared in the melting curves of qPCR analysis in both *UBQ5* and *RAD51D*, which was consistent with the agarose gel electrophoresis of qPCR product in panel B. (D) Serial dilutions of reverse transcription product (cDNA) were used for the qPCR quality assay of *UBQ5* and *RAD51D*. C_t_, cycle threshold.
(TIF)

S4 Fig The role of p53 and SNI1 in homologous recombination. (A) The signaling pathway of DNA damage repair through homologous recombination in mammals and plants. In mammals, the MRE11/RAD50/NBS1 (MRN) complex functions as double strand brake (DSB) sensors. RAD17 recruits the MRN complex to the DSB site. In response to DNA damage, two phosphoinositide 3-kinase-like kinases, ATM and ATR, are activated by the MRN complex to phosphorylate the transcription factor p53. p21, a target of p53, is an inhibitor of cyclin-dependent kinase (CDK). KIP-RELATED PROTEIN (KRP) is the homolog of p21 in plant. CDK phosphorylates BREAST CANCER 2 (BRCA2) which is a mediator of the recombinase RAD51. BRCA2 first loads RAD51 on the DSB site. After the DSB is repaired by RAD51, BRCA2 is then phosphorylated by CDK to remove RAD51 from DNA. Plants possess the homologs of these DNA repair proteins, except for p53. On the contrary, mammals do not bear SNI1. SNI1 is a negative regulator of homologous recombination in plants. Although genetic study reveals that SNI1 functions upstream of ATR, RAD17, BRCA2, and RAD51, how SNI1 is regulated remains unknown. (B) A proposed model of p53 action in plant. p53 induces homologous recombination through the SNI1-RAD51D signaling pathway in plant, leading to senescence and fasciation.
(TIF)

S1 Table The sectors of recombined *GUS* reporter (1445) in wild type and three lines of *p53*-transgenic plants.

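Blue sectors of the GUS reporter were more frequent in all 3 p53-transgenic lines than in wild type. The reporter holds overlapping segments of the GUS gene, so that a recombination event in a somatic cell restores the gene and its descendants stain as a blue sector. S1 Table lists the sectors of every plant, and the values here were computed from those counts. Wild type plants had 1.60 ± 1.54 sectors per plant (mean ± SD, n = 103). Line 1 had 6.22 ± 4.07 (SD, n = 92), line 2 had 5.64 ± 3.42 (SD, n = 72) and line 3 had 6.35 ± 3.28 (SD, n = 52), which is 3.88, 3.52 and 3.96 times the mean of wild type. Each line differed from wild type in a two-sided permutation test of the means with 100000 resamples (adjusted p = 2e-05 over the 3 lines, the smallest that these resamples can give). No sector was seen in 39 of 103 wild type plants (37.9%), against 6 of 92, 4 of 72 and 2 of 52 plants of the lines.

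**Figure D2:**
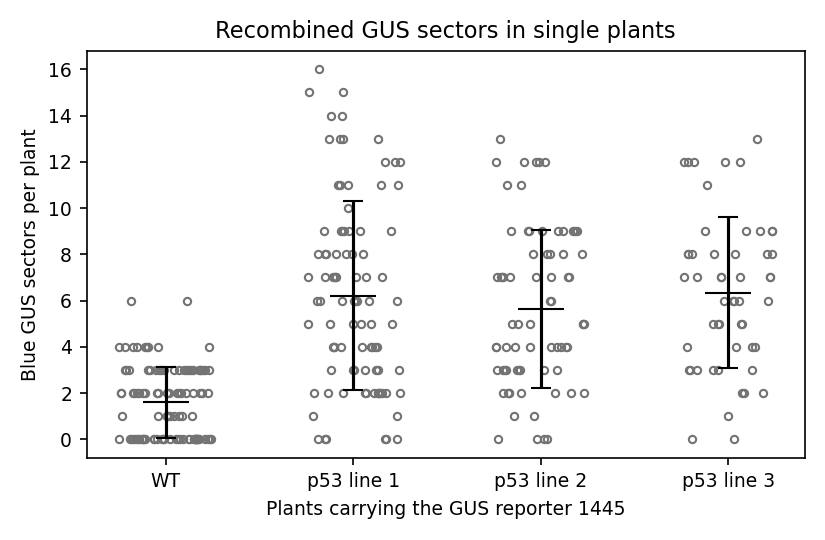
Blue GUS sectors per plant (vertical axis) in wild type and in 3 p53-transgenic lines (horizontal axis). Each circle is a plant, shifted sideways at random so that plants with the same count can be seen, the horizontal bars are means and the error bars SD. Wild type plants reach at most 6 sectors, and the highest plant of line 1 has 16.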

S2 Table The quality control summary of microarray.

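S2 Table lists, for each of the 6 arrays, the background, the noise, the share of probe sets called present (%P) and the ratio of the 3' to the 5' probe set for 8 control transcripts. For a transcript that is labelled together with the sample, such a ratio rises when it is copied or kept only in part, because labelling starts at its 3' end. S2 Table does not say which of the 8 controls were labelled in that way. The paper's share called present runs from 60.1% (p53 replicate 3) to 63.2% (p53 replicate 2), and its threshold test reads outside bounds for all 6 arrays. In the paper's values the ratio for phe runs from 0.2 to 27.0 and that for cre from 1.24 to 1.3. The lowest phe and the highest cre ratio are those of WT replicate 2, whose values are rounded more coarsely than those of the other arrays. The deposited values also hold the 3' and 5' probe sets of these controls, but centring removed their levels, so only the change of the 3' minus 5' difference between arrays can be computed from them. That difference spans 0.51 over the arrays for phe and 0.14 for cre on the deposited log scale, against 7.07 and 0.07 for the log2 of the paper's ratios. For transcripts of the plant itself, the 3' minus 5' difference lay between -0.16 and 0.13 for actin, between -0.14 and 0.16 for GAPDH and between -0.11 and 0.07 for ubiquitin.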

S3 Table Quality assay for reverse transcription and qPCR.

# Supplementary material for: Influence of Human p53 on Plant Development
**Source:** PLoS One. 2016 Sep 20;11(9):e0162840. doi: 10.1371/journal.pone.0162840
**Supplement:** S1 Table

**S1 Table The sectors of recombined GUS reporter (1445) in wild type and three lines of *35S:p53*-transgenic plants**

# Supplementary material for: Influence of Human p53 on Plant Development
**Source:** PLoS One. 2016 Sep 20;11(9):e0162840. doi: 10.1371/journal.pone.0162840
**Supplement:** S2 Table

**S2 Table The summary of quality control of microarray**

| **Sample** | WT | | | p53 | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | Repeat 1 | Repeat 2 | Repeat 3 | Repeat 1 | Repeat 2 | Repeat 3 |
| **Threshold Test** | Outside Bounds | Outside Bounds | Outside Bounds | Outside Bounds | Outside Bounds | Outside Bounds |
| **TGT** | 250 | 250 | 250 | 250 | 250 | 250 |
| **RawQ** | 2.486434 | 2.5 | 2.320168 | 2.288531 | 2.357702 | 2.349572 |
| **Background (BG) Avg** | 62.535816 | 60 | 54.079082 | 54.80319 | 56.33629 | 54.59766 |
| **Noise Avg** | 2.920787 | 2.9 | 2.557617 | 2.627289 | 2.723179 | 2.616655 |
| **%P** | 62.240246 | 62 | 61.06094 | 62.27532 | 63.22665 | 60.11399 |
| **Spike_AFFX-r2-Bs-dap_3-5-ratio** | 0.855174 | 0.5 | 2.061253 | 0.273361 | 0.11744 | 1.045412 |
| **Spike_AFFX-r2-Bs-lys_3-5-ratio** | 2.666729 | 4.2 | 8.322852 | 2.198114 | 3.200074 | 3.724997 |
| **Spike_AFFX-r2-Bs-phe_3-5-ratio** | 2.313256 | 0.2 | 1.26218 | 11.8355 | 0.506959 | 26.95363 |
| **Spike_AFFX-r2-Bs-thr_3-5-ratio** | 0.417486 | 0.1 | 2.193528 | 0.181109 | 0.154876 | 1.555194 |
| **Spike_AFFX-r2-Ec-bioB_3-5-ratio** | 0.603182 | 0.8 | 0.777479 | 1.109706 | 0.815928 | 1.190499 |
| **Spike_AFFX-r2-Ec-bioC_3-5-ratio** | 1.116107 | 1.1 | 1.228103 | 1.029622 | 1.082247 | 1.085311 |
| **Spike_AFFX-r2-Ec-bioD_3-5-ratio** | 1.36376 | 1.4 | 1.317744 | 1.260556 | 1.27857 | 1.318729 |
| **Spike_AFFX-r2-P1-cre_3-5-ratio** | 1.269338 | 1.3 | 1.268133 | 1.292052 | 1.242694 | 1.244455 |

# Supplementary material for: Influence of Human p53 on Plant Development
**Source:** PLoS One. 2016 Sep 20;11(9):e0162840. doi: 10.1371/journal.pone.0162840
**Supplement:** S3 Table

**S3 Table Quality assay for reverse transcription and qPCR**

**Quality assay for reverse transcription:** Five μg of RNA was treated with DNase (Ambion TURBO DNA-free Kit, Thermo Fisher). Two μg of DNase-treated RNA was used to synthesize cDNA using the SuperScript III cDNA Synthesis (Invitrogen). The synthesized cDNAs were diluted 5 times. The transcripts of *UBQ5* in three batches of reverse transcriptions were detected by qPCR. The standard deviation was < 0.25 (95% probability), indicating the reverse transcription is reproducible. The statistical analysis (one-way ANOVA with Bonferroni post hoc test) showed that there was no significant difference between three replicates (p < 0.01).

| ***UBQ5*** | | | | |
| --- | --- | --- | --- | --- |
| Reverse transcription | | | | |
| Repeat 1 | Repeat 2 | Repeat 3 | Mean | Standard deviation |
| 16.67 | 17.08 | 16.75 | 16.83 | 0.22 |

**Serial dilutions of reverse transcription product (cDNA) were used for quality assay of qPCR for *UBQ5* and *RAD51D*.**

| *UBQ5* (C_t_) | | | | | |
| --- | --- | --- | --- | --- | --- |
| Dilution | Repeat 1 | Repeat 2 | Repeat 3 | Mean | Standard deviation |
| 1X | 14.767 | 14.979 | 14.848 | 14.865 | 0.107 |
| 3X | 15.998 | 16.129 | 16.377 | 16.168 | 0.192 |
| 9X | 17.599 | 17.593 | 17.580 | 17.591 | 0.010 |
| 27X | 19.336 | 19.115 | 19.296 | 19.249 | 0.118 |
| 81X | 21.349 | 20.911 | 21.294 | 21.185 | 0.238 |
| 243X | 22.930 | 22.681 | 22.866 | 22.826 | 0.130 |
| y = - 3.3842x + 32.836, R² = 0.9955 | | | | | |
|  | | | | | |
| *RAD51D* (C_t_) | | | | | |
| Dilution | Repeat 1 | Repeat 2 | Repeat 3 | Mean | Standard deviation |
| 1X | 17.331 | 17.223 | 17.398 | 17.317 | 0.089 |
| 3X | 18.861 | 19.104 | 19.270 | 19.079 | 0.206 |
| 9X | 20.762 | 20.550 | 20.823 | 20.712 | 0.144 |
| 27X | 22.150 | 22.503 | 22.210 | 22.288 | 0.188 |
| 81X | 24.562 | 24.169 | 24.249 | 24.327 | 0.208 |
| 243X | 25.789 | 25.964 | 25.537 | 25.763 | 0.215 |
| y = - 3.5661x + 36.533, R² = 0.9987 | | | | | |

**Comparison of the key parameters of qPCR assay**

Amplification = 10 ^(-1/slope)^

Efficiency = [10 ^(-1/slope)^] – 1

| Gene | Slope | Amplification | Efficiency |
| --- | --- | --- | --- |
| *UBQ5* | -3.3842 | 1.9747 | 0.9747 |
| *RAD51D* | -3.5661 | 1.9073 | 0.9073 |

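The dilution series of S3 Table show how the threshold cycle (Ct) depends on the amount of template for UBQ5, the internal control, and for RAD51D. Each cDNA was diluted in steps of 3 over 6 dilutions, with 3 repeats each, and a line was fitted by least squares to the mean Ct against the log10 of the template amount. The slope was -3.38 for UBQ5 (SD over the slopes of 3 single repeats 0.127) and -3.57 for RAD51D (SD 0.131). The amplification per cycle, computed as in the table, was 1.97 for UBQ5 and 1.91 for RAD51D, where 2 would be a doubling. The SD of Ct within a dilution was at most 0.239 for UBQ5 and 0.215 for RAD51D. Over 3 reverse transcriptions UBQ5 had a Ct of 16.8 ± 0.217 (SD).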

**Conclusion**: The quality assessments showed that the qPCR assays for *UBQ5* and *RAD51D* are comparable as indicated by the key parameters of the qPCR reaction including slope (log-linear phase of the amplification reaction, -3.1 ~ -3.6), R2 (> 0.99), precision (standard deviation < 0.167, 99.7% probability; standard deviation < 0.25, 95% probability), amplification (~ 2.0) and efficiency (0.9 ~ 1.1). The numbers in the brackets are considered to be in the range of good quality.

How the deposited data were processed for this re-analysis (not part of the article)

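The 6 arrays compared here are 3 of WT and 3 of p53-transgenic seedlings, 10 days old, each with a replicate number from 1 to 3. RNA was labelled by linear amplification and hybridized to the GeneChip Arabidopsis ATH1 array. The submitters' processing notes name PLIER, and the methods name GeneSpring for the statistics. The values deposited by the authors are taken as log2 expression, with the median of each probe set over the 6 arrays subtracted. Background correction, normalization between arrays and the base of the log are not given in the sources used here. Because of the centring no expression level, detection call or signal over background could be used, and correlations between arrays of different genotypes are forced below 0, so they were not read as a measure of quality. No pair of arrays held identical values.

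The value table holds 22810 probe sets, of which 64 are controls and were left out. In the annotation of the array used here, 13513 of the other 22746 probe sets name 1 gene, 503 name several and 8730 have none listed. Of the 13513, 13436 were matched to the TAIR10.1 reference by locus, which was used for names and for the order of genes along the 5 chromosomes only, and 77 were not. Probe sets without a single gene entered the fit and the counts but are not named. The 11 genes of Fig 4B have no probe set named for them alone and were not analysed here, and of the other Arabidopsis genes the paper names only SIM was. SIM, an inhibitor of cyclin-dependent kinases, had a log2 fold change of -0.22 (adjusted p = 0.303).

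Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, p53 minus WT, no covariate), with Benjamini-Hochberg adjustment over the 22746 probe sets. Every adjusted p for a probe set is from limma unless the methods' t-test is named, which is the t test that the paper gives in the legend of Fig 4, run on the same values. A gene passes with the methods' t-test at an adjusted p under 0.05, whereas the legend states no adjustment. No normalization was added, since the quartiles of the arrays lay within 0.1 of each other, the limit set before the data were examined. On centred values that limit is weak, since the lower quartiles lay between -0.15 and -0.08 and the upper ones between 0.09 and 0.16. The thresholds of Fig 4, an unadjusted p under 0.05 and a fold change over 2, were applied to the same fit. Genes named in the text are those the paper names, the 12 most increased and 12 most decreased genes with an adjusted p under 0.05 and no overlap between the arrays of the genotypes, and up to 4 members with the smallest p of each fixed gene list. Members of the lists built later are named outside this rule, after their values were seen. Of 22746 probe sets, 7791 (34.3%) had no overlap between the genotypes, where chance alone gives 10%, and an exact permutation test of 3 against 3 arrays cannot go below p = 0.1.

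Fixed in advance were 18 gene lists, besides the genes the paper names. Members were matched by locus, and 5 whose symbol differed in the reference were dropped. Only 52 of 386 listed genes have a probe set that names them alone, so 12 lists with at least 3 such probe sets were tested, 4 lists had 1 or 2, and the flower and seed marker lists had none. Every probe set of a list member was used, since without levels the brightest could not be chosen as designed. Lists were tested with camera (preset correlation 0.01, and with an estimated correlation) and fry from limma, adjusted over the lists tested. A second family of 17 lists, built from symbols, names, chromosomes and gene types after the annotation was seen and before any fit, was adjusted by itself, and the result of 1 of them is not reported here.

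Replicate numbers are shared by the genotypes in the labels. The deviations of same-numbered WT and p53 arrays from their group means correlated with r = 0.12, 0.27 and 0.34 across probe sets, each over the limit of 0.1, while the highest r of the other pairs was 0.03. Deviations from a group mean cancel within each genotype, so positive r in same-numbered pairs pushes the other pairs down. The low r of the others is therefore no added evidence. Few pairings are possible, so chance stays open. The numbers were taken to pair the arrays, from the data alone, and a fit with the replicate number as a block was run as an alternative.

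The steps were tested on simulated data with the spread of the real arrays and changed probe sets among 22746. For the comparison of 3 against 3 arrays, limma recovered 25 of 80 probe sets changed 1.5-fold (31.2%), 46 of 60 changed 2-fold (76.7%) and 56 of 60 changed 4-fold (93.3%), with 8 false calls. The methods' t-test recovered 13, 25 and 45, with 5 false calls. Of 500 unchanged lists of 4 probe sets, camera called 5.4% and fry 5.8% at an unadjusted p under 0.05. Both called all 50 shifted lists, in which every member was raised 4-fold, so smaller or mixed shifts were not tested. The simulation holds no correlation between genes, gives a probe set the same spread on every array and changes far fewer probe sets than were called in the real data.

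Alternatives set before the data were examined were quantile normalization, centring of each array, eBayes with trend and robust, the replicate block, leaving out each array, leaving out probe sets whose name ends in _s_at or _x_at, the methods' t-test, a fold change over 1.5, and the other list tests. Sectors of S1 Table were compared with a permutation test (100000 resamples) and lines fitted to S3 Table with NumPy 2.4.6 and SciPy 1.17.1 in Python 3.11.15.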

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

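The tests in this part were chosen after the result was seen. The paper's GO analysis covers these arrays and reports stress as a process, and its text names none of the genes of these lists, so their values lie outside the genes it discusses. The median log2 fold change (p53 over WT) was -2.75 for the list of abscisic acid, drought and cold genes and -2.63 for the list of flavonoid and anthocyanin genes. If a single replicate number had made the difference, the median p53 minus WT value of a list would be near 0 in another number pair. The pair nearest to 0 had -2.30 for the cold and drought list (the others -2.68 and -3.27) and -0.95 for the anthocyanin list (the others -3.80 and -2.91), which argues against a single replicate as the whole source of either, although all p53 arrays were already known to lie below all WT arrays for each of the 8 genes. What stays open is a difference in light, temperature or time of harvest between the genotypes, which these 6 arrays cannot test. The sample labels and the methods do not say which p53-transgenic line was arrayed, so traits of a line cannot be told apart from p53. An effect of p53, the biological explanation the design gives, stays open beside these.

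The largest increase and the largest decrease among genes with a name or locus also lie outside the genes the paper discusses. AT1G23240 had a log2 fold change of 8.76 and AT1G80130 of -5.19.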

How the results depend on the processing

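The alternatives in which values were read as natural logs, only probe sets that name 1 gene were used, or p53 replicate 1 alone was set against WT were chosen after seeing the data. In the last of these the spread comes from the WT arrays alone, the lone p53 array is assumed to vary like them, and its values enter the ranges and tallies over all alternatives. The count of 3500 probe sets at an adjusted p under 0.05 ran, when single arrays were left out of the limma fit, from 1621 (without WT replicate 3) to 4346 (without p53 replicate 2), with 1747 without WT replicate 1 and 1710 without p53 replicate 1. It was 1411 with the methods' t-test and 1933 among probe sets that name 1 gene, where fewer were tested. With the replicate number as a block the count was 3878 (1725 higher, 2153 lower), and 3166 of the 3500 were among them. The count of 1337 at an unadjusted p under 0.05 and a fold change over 2 was 678 when only probe sets that name 1 gene were fitted, 2915 for a fold change over 1.5 and 2303 for values read as natural logs, which widens every fold change. With an estimated correlation the cold and drought list (-2.75, adjusted p = 0.658) and the anthocyanin list (-2.63, adjusted p = 0.819) were no longer called by camera. The estimates were 0.830 and 0.919, far above the preset 0.01, which treats the members as nearly independent. With fry the anthocyanin list was not called (-2.63, adjusted p = 0.0877), and the cause of that was not tested. Over all alternatives 153 of 156 list tests and 934 of 994 tests of the 71 probe sets named by the rule had the same call, 44 of the latter lost it, 16 gained it and none turned direction. For 46 members of the groups built after the annotation was seen it was 509 of 644 tests, and 135 lost the call. Because the values are centred and hold no level or signal over background, a filter on dim probe sets, another offset before the log, the choice of the brightest probe set of a gene and the tests of the Fig 4B genes were not run.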

Other observations

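The splits of the counts of probe sets and the tests of shared deviation, RNA degradation and chance placement, and the comparison of neighbour pairs by name, were chosen after the result was seen. Among the remaining lists fixed in advance no list was called by camera, though single members changed. In the meristem list ULT1, a regulator of meristem size, rose by 2.68 (standard error 0.23, adjusted p = 0.000814) and POL, a phosphatase of the CLAVATA pathway, fell by 0.68 (adjusted p = 0.0305), while CLV3 and LAS did not pass (list of 4, camera adjusted p = 0.725, 0.819 with an estimated correlation). POL did not pass without WT replicate 1, WT replicate 3 or p53 replicate 1 (adjusted p up to 0.111) or with the methods' t-test (0.124, range over all alternatives 0.00518 to 0.159). In the senescence list the transcription factor WRKY6 rose by 1.39 (adjusted p = 0.00544; 0.0611 with the methods' t-test, range 0.00108 to 0.0611) and the other 4 members did not pass (camera adjusted p = 0.725, 0.864 estimated); WRKY53, at -0.90, passed with p53 replicate 1 alone and without p53 replicate 3 (adjusted p = 0.00533, range 0.00533 to 0.470) and SAG101 without p53 replicate 2. None of 5 inhibitors of cyclin-dependent kinases passed (median -0.22, camera adjusted p = 0.548), although AT5G02420 passed with quantile normalization, with p53 replicate 1 alone, with the replicate number as a block (adjusted p = 0.0357) and without p53 replicate 2 (0.00872, range 0.00872 to 0.192), and AT1G10690 without p53 replicate 3 (0.0408, range 0.0408 to 0.536). Of 3 cell cycle genes PRL was higher and AUR1 and AUR2 did not pass (median 0.10, camera adjusted p = 0.640). None of 4 photosynthesis genes passed (median 0.13, camera adjusted p = 0.477). In the auxin and cytokinin list IAA29 fell by 1.89 and ARR15 rose by 0.58, and GH3.3 and WES1 did not pass (camera adjusted p = 0.725); adjusted over the list alone 1 was higher and 2 were lower. IAA29 did not pass with quantile normalization, without WT replicate 1 or p53 replicate 1 (up to 0.0719) or with the methods' t-test (0.131, range 0.0059 to 0.154), ARR15 did not pass with the replicate number as a block (0.0677) or with the methods' t-test and passed without p53 replicate 3 and without no other single array (up to 0.130, range 0.00917 to 0.130), and WES1 passed with eBayes with trend and robust, with p53 replicate 1 alone, with the block (0.0102) and without p53 replicate 3 (0.00946, range 0.00946 to 0.189). The clock gene GI (-0.26, adjusted p = 0.271) and the root hair gene EXPA7 (-0.02, adjusted p = 0.947) did not pass.

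Of the groups built after the annotation was seen, camera called the 20 genes with a stress word in their name (median -0.13, adjusted p = 0.0474, 0.922 with an estimated correlation, 0.101 with the replicate number as a block), of which 7 were lower and none higher. This call was lost without WT replicate 3 (adjusted p = 0.232), p53 replicate 1 (0.0712) or p53 replicate 2 (0.230), and the lowest value was 0.00253, without p53 replicate 3. Camera can miss a group whose members moved both ways. None of the other groups reported here was called by it, with adjusted p from 0.645 to 0.935. They were UDP-glycosyltransferases (0.856, although fry gave 0.0351, lower), glutathione S-transferases (0.645, although fry gave 0.0322, lower), cytochromes P450, beta-glucosidases, expansins and xyloglucan endotransglucosylases, WRKY factors, defensins and LCR peptides, RALF-like peptides, serine carboxypeptidase-like proteins, SWEET sugar transporters, nitrate and peptide transporters, genes of DNA repair, pseudogenes, and chloroplast- and mitochondrion-encoded genes. Without p53 replicate 3 the chloroplast-encoded genes were called higher (0.0134). How many members of most groups passed depended on single arrays, so of the called members only some that passed under every alternative are given, chosen after their values were seen. UGT76C2 rose by 1.13, XTH19 by 1.30, RALFL24 by 1.39 and AT3G21670 by 1.62. UGT84A3, XTH32, EXPB3, SWEET4, LCR69 and DI19 had log2 fold changes of -1.70, -1.26, -1.31, -1.53, -2.23 and -0.72.

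The counts were set against the 10 ways to part the 6 arrays into 3 and 3, which are too few for a share under 0.05. At an adjusted p under 0.05 from limma the genotypes gave 3500 probe sets and the other splits at most 0 (at most 1504 at an unadjusted p under 0.05), so 1 split reached the real count. At an unadjusted p under 0.05 and a fold change over 2 the values were 1337 and 83, again with 1 split. Camera called 2 fixed lists for the genotypes and 2 for the split of WT replicates 1 and 3 with p53 replicate 1, so 2 splits reached that number. If the replicate numbers pair the arrays, as was taken from the data alone, that split parts 1 of the 3 pairs. Of the 4 splits that part all 3 pairs, the others gave at most 0 probe sets at an adjusted p under 0.05 from limma (570 at an unadjusted p), 42 with the fold change as well, and 1 list.

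The p53 replicates 2 and 3 lay farther from their group mean (residual SD 0.244 and 0.254) than the other arrays (0.132 to 0.152). After quantile normalization the ratio to the WT arrays was 1.26, against 1.77 as deposited, with single arrays from 1.10 to 1.41, so scaling between arrays cannot be told apart from other sources. The difference between WT replicates 3 and 2 explained 0.112 of the variance of the p53 difference, under the bound of 0.5 set for a shared deviation. A deviation shared at the same size could not have reached that bound, because the WT arrays lay closer to their group mean. The share therefore cannot decide whether a deviation shared with the WT arrays contributed. The 3' minus 5' value of 3 control transcripts of the plant changed by a median of 0.0399 between these p53 arrays (actin 0.04, GAPDH 0.30, ubiquitin -0.08), under the bound of 0.5. The deposited scale held 0.05 to 0.14 of the range of the paper's ratios for dap, lys, phe and thr. For bioB, bioC, bioD and cre it held 0.32, 0.78, 0.93 and 2.12 (median over the 8 controls 0.226). The paper's ratios for WT replicate 2 are coarsely rounded, and the value for cre rests on one of them. How far it flattens changes of the plant's transcripts is therefore not known, and RNA degradation stays open. These 8 controls are spiked transcripts and do not report the RNA of the seedlings. From the 28S/18S ratio in S3 Fig the paper concludes that RNA of 10-day-old wild type and p53-transgenic seedlings was not degraded, and it does not say whether this was the RNA of these arrays. No biological explanation was tested.

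Measured genes that follow each other along a chromosome changed in the same direction more often than shuffled calls, where genes without a probe set of their own can lie between them. Of 573 genes with an adjusted p under 0.05 and a fold change over 2, 31 such pairs went the same way (18 higher, 13 lower), such as AT1G23240 with AT1G23250 and COR15B with COR15A, against a mean of 12.4 when calls were shuffled (one-sided permutation test, p = 0.0001, the smallest these shuffles can give), while 13 pairs went opposite ways (p = 0.477). The richest window of 100 measured genes held 0.129 of the pairs, which argues against 1 segment. Leaving out probe sets whose name marks them as able to bind several genes removed 275 measured genes, 2 of them called, and left the same 31 pairs (2.46 times the shuffled mean), and none of the 59 genes in the pairs has such a probe set, which argues against these probe sets as the source. Probe sets without that mark that may bind a neighbouring paralog were not tested, and they and shared regulation stay open.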
